A study of Homo sapiens with 32 samples. Its data were reported in "A Conserved BDNF, Glutamate- and GABA-Enriched Gene Module Related to Human Depression Identified by Coexpression Meta-Analysis and DNA Variant Genome-Wide Association Studies" (2014).

How the data were processed

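RNA was measured in postmortem tissue of the anterior cingulate cortex, a region of the medial frontal lobe involved in mood and emotion, from 16 subjects with major depressive disorder (MDD) and 16 Control subjects. Total RNA was taken from frozen tissue, labelled with biotin and hybridized to Affymetrix Human Genome U133 Plus 2.0 arrays, 1 array per subject, on which a gene is read by 1 or more probe sets of short probes placed mostly near the 3′ end of its transcript. Group and pair number were taken from the sample labels, which place the 32 samples in 16 matched pairs.

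The authors deposited 1 intensity value per probe set and array, on a linear scale and rounded to whole numbers. The submitters' processing notes name GCOS, RMA and GCRMA without versions or order, and which of these gave the deposited intensity values is not given in the sources used here. The 54675 probe sets had values from 1 to 43092, column medians of 10 to 11 and upper quartiles of 105 to 122. No value lay below 1, and 50.6% of the values were 10 or lower, so that about as many probe sets sat near the floor as above it. The number of arrays limits the precision, since the values carry no depth.

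Values were taken as log2(value + 1). The table of probe sets and genes gave 1 symbol for 41091 probe sets, several for 1801 and none for 11721, and 62 were array controls. Of the probe sets with 1 symbol, 41037 were matched by their Entrez number to current RefSeq names (assembly GRCh38.p14, used for names only) and 49 kept the symbol as given. Y-linked genes, XIST and TSIX (35 genes) were left out of every step because the donors are people. Each gene was read by the probe set with the largest interquartile range over the 32 arrays, which is the rule the study used, giving 19740 genes. Genes in the lowest 20% by mean were left out, and 15778 were tested.

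The design, the gene lists, the tests and the rule for named genes were fixed before the data were examined. MDD was compared with Control by limma's moderated test (lmFit and eBayes, limma 3.58.1 in R 4.3.3), two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The genes named are the 8 with the smallest p in each direction whether or not they passed, the 14 genes of a panel, taken from the study's text except for the interneuron gene SST, of which 13 were tested and 1 was not analysed here, and for each list the 2 measured members with the smallest p in each direction. The design foresaw either log2 or linear values, and the linear case applied.

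A total of 24 gene lists were used: module 35, which is the study's 88-gene coexpression module, neurotrophic and circuit development, GABA signalling, interneuron markers, glutamate signalling, monoamine signalling, synaptic vesicle, immediate early genes, glucocorticoid response, pan-neuronal markers, pyramidal neuron markers, oligodendrocyte markers, oligodendrocyte precursor markers, astrocyte markers, microglia markers, endothelial and pericyte markers, red blood cell genes, heat shock proteins, hypoxia response, acute inflammation, interferon response, metallothioneins, oxidative phosphorylation and cytosolic ribosomal proteins. The score of a list in a sample was the mean over its measured genes of the log2 value minus that gene's mean over all 32 samples. Scores were compared by a two-sided permutation test with 100000 resamples and Benjamini-Hochberg adjustment over the 24 lists. The camera test with an estimated correlation and with a preset correlation of 0.01, and fry, were run as alternatives.

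Coexpression of a list was the mean absolute pairwise Pearson r of its genes, set against 10000 random gene sets of the same size matched on decile of mean expression, and reported as the share of random sets with a value as high. Its difference between groups was tested by permuting the group labels 100000 times (10000 for alternatives) after centring each gene within its group. Clusters were made by penalized K-medoids on 1 minus the absolute Pearson r, with 50 clusters, a penalty that left 25% of genes unclustered and the best of 10 starts, over 12005 genes kept by the shares of mean and SD filtering that the study applied. The overlap of a list with its best cluster was tested by Fisher's exact test with Bonferroni adjustment. An RNA quality index was computed as the mean of the 3′ minus 5′ log2 signals of the array's ACTB and GAPDH control probe sets. A higher index means that more of the signal comes from the 3′ end, which happens when RNA is degraded or labelled over a shorter length.

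Each step was tested on simulated data. For the gene test, 200 of the 15778 genes were moved in MDD against Control, in 10 draws on the real values. Group means were removed and labels shuffled, and the moved genes had a mean log2 value over 5. Limma recovered 20.7% of genes moved by 0.3 log2 units, 50.9% at 0.5 and 92.9% at 1. The sizes were mixed within a draw, so recovery with all genes moved by 0.3 or 0.5 was not measured. The list test recovered 4 of 20 draws with a list moved by 0.2 log2 units and 14 of 20 at 0.4. The clustering of 4000 simulated genes kept a median of 100% of the 80 genes of each planted group together, and 58.75% at the lowest. Recovery of a group as weakly coexpressed as module 35 (mean absolute r 0.292, random median 0.287) was not tested. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the steps outside R.

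Alternatives fixed beforehand covered the matched pair as a block, the choice of probe set, the filter on low values, quantile and median scaling between arrays, array weights, the RNA quality index as a covariate, other correlation measures, other cluster settings, and each pair left out in turn. After the data were examined, a separation of the arrays into 2 sets became visible, and fits with the set as a covariate, within each set, without the 2 arrays of highest RNA quality index, with principal components as covariates, and without the sample of highest acute inflammation score were added. For the coexpression of acute inflammation genes, each sample left out in turn, the set or the index removed, and genes without variation in a group left out were added as well.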

Results

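Expression in postmortem anterior cingulate cortex was read on 32 arrays, 16 from subjects with major depressive disorder (MDD) and 16 from Control subjects. The comparisons ask which genes and gene groups differ with the disorder, and whether the 88 genes of module 35 vary together in this data set alone. That module is a coexpressed set which the study found across several brain data sets. The arrays were alike in scale, with medians of 10 to 11 and pairwise correlations of 0.978 to 0.997 over all probe sets. They fell into 2 sets along the first principal component, which held 31.8% of the variance, with no array between them. Set 1 held 13 arrays (8 Control and 5 MDD) and set 2 held 19 (8 Control and 11 MDD). Fisher's exact test found no difference between groups in this split (two-sided, p = 0.473), which does not show balance. Across genes, the difference between MDD and Control correlated with that between set 2 and set 1 (r = 0.56). Differences given without the set in the model may therefore partly follow the sets. Between the sets 555 genes were over 1 log2 unit apart, 517 of them higher in set 2, whereas 0 genes were that far apart between MDD and Control. The labels do not name these sets, which were defined from the same values and are not groups of the study, so values with the set in the model are given below wherever they change a direction.

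**Figure D1:**
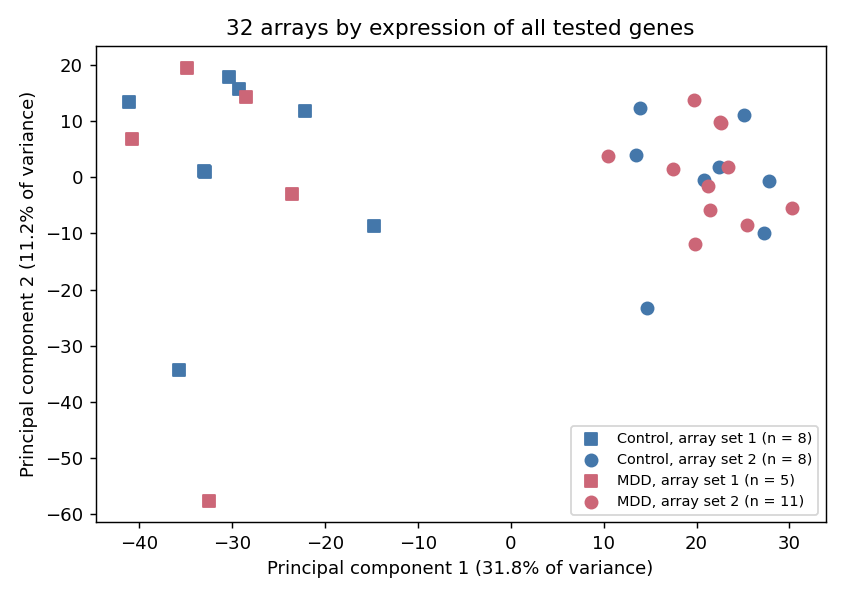
Each point is 1 array, placed by its scores on the first (x axis) and second (y axis) principal component of the log2 values of all tested genes, with colour for group and shape for array set. The component scores of set 1 lie between -41.1 and -14.7 and those of set 2 between 10.4 and 30.3, and both sets hold MDD and Control arrays.

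The genes with the smallest p in the comparison of MDD with Control were of modest size in both directions. AASDHPPT, the enzyme that attaches the phosphopantetheine arm to acyl carrier proteins, was higher in MDD by 0.38 log2 units (SE 0.11, n = 16 per group, unadjusted limma p = 0.00163), and 14 of 16 MDD samples lay above the Control mean. PPP4R3A, a regulatory subunit of protein phosphatase 4, was higher by 0.42 (SE 0.13), DESI2, a deSUMOylating peptidase, by 0.36 (SE 0.11), and GINS1, a subunit of the replicative helicase complex, by 0.46 (SE 0.15). RNF227, LRRCC1, USP51 and ABRAXAS2 were higher by 0.30, 0.31, 0.25 and 0.36. In the other direction, NSMAF, an adaptor in the activation of neutral sphingomyelinase, differed by -0.28 (SE 0.08, unadjusted limma p = 0.00206), with 1 of 16 MDD samples above the Control mean. SMPD3 differed by -0.19 (SE 0.06) but read near the floor, with means of 3.48 in Control and 3.29 in MDD. PACSIN1, a synaptic endocytosis protein and a member of module 35, differed by -0.19 (SE 0.06), STUM, a membrane protein, by -0.25 (SE 0.07), the kinase WNK2 by -0.30 (SE 0.09) and MTA3, a part of the NuRD chromatin complex, by -0.18 (SE 0.06). The largest differences among these lower genes were in 2 long noncoding RNAs, LINC01140 at -0.50 (SE 0.15) and TUNAR, which is expressed in neural cells, at -0.47 (SE 0.14).

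None of these genes passed the adjusted threshold. By limma, 0 of 15778 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.9998. At an unadjusted p under 0.05 there were 483 genes, 140 higher and 343 lower in MDD, which is 3.06% of the genes tested, and centring each array on its median turned that split to 83 higher and 420 lower. No gene differed by more than 0.76 log2 units, and 35 differed by over 0.5. With the array set as a covariate limma gave 0 genes and 458 at an unadjusted p under 0.05. Each of the 16 named genes kept its sign in that fit, and 4 of them were again among the 8 smallest p of their direction. Of the 10387 probe sets with several symbols or none, 0 passed and 225 had an unadjusted p under 0.05.

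The panel genes, which the study names except for SST, were mostly lower in MDD. SST, the interneuron neuropeptide somatostatin, was at 11.98 ± 0.37 in Control and 11.81 ± 0.54 in MDD (mean log2 ± SD, n = 16 each), a difference of -0.18 (SE 0.16). CALB1, the calcium buffer calbindin of interneurons and some pyramidal cells, differed by -0.20 (SE 0.18), reelin (RELN) by -0.16 (SE 0.18) and BDNF, the neurotrophin released by active pyramidal neurons, by -0.09 (SE 0.15). Among receptors, GRM7, a presynaptic glutamate receptor, was higher by 0.16 (SE 0.10) and the GABA-A subunit gene GABRA4 by 0.10 (SE 0.09), while GABRA2 and the GABA-B subunit gene GABBR2 differed by -0.02 and -0.09. The axon and synapse genes NTNG1, SLITRK3, SLITRK5 and EPHA3 differed by -0.10, -0.10, -0.16 and -0.07, and EPHA5 by 0.12. With a pair left out RELN came to -0.0063 (pair 1), CALB1 to -0.08, SST to -0.08, SLITRK5 to -0.05 and BDNF to -0.03 (each without pair 10) and NTNG1 to -0.03 (pair 6), and EPHA5 ranged from 0.06 to 0.23, GABRA4 from 0.06 to 0.16, GRM7 from 0.11 to 0.20, SLITRK3 from -0.12 to -0.06 and GABBR2 from -0.14 to -0.05. The sign of EPHA3 changed with any of 4 pairs left out (-0.17 to 0.02) and that of GABRA2 with any of 6 (-0.14 to 0.05). In all, 3 of the 13 genes tested were higher and 10 lower, 0 had an unadjusted limma p under 0.05, and 0 passed adjusted over the list alone (smallest adjusted p 0.639), a list that the study, SST aside, drew partly from these samples and that is not independent evidence.

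Several of these genes differed more between the array sets than between groups. SLITRK5, EPHA3 and EPHA5 were 0.78, 0.78 and 0.74 log2 units higher in set 2, and CALB1 and GABRA2 0.47 and 0.44, while GABBR2 differed by -0.40. With the set as a covariate the difference of SLITRK5 between MDD and Control was -0.31 (SE 0.13) and that of CALB1 -0.29 (SE 0.17), both short of the adjusted threshold. In that fit EPHA3 stood at -0.21 (SE 0.22), GABRA2 at -0.10 (SE 0.19) and GABBR2 at -0.02 (SE 0.12), and the sign of EPHA5 turned to -0.02 (SE 0.15).

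**Figure D2:**
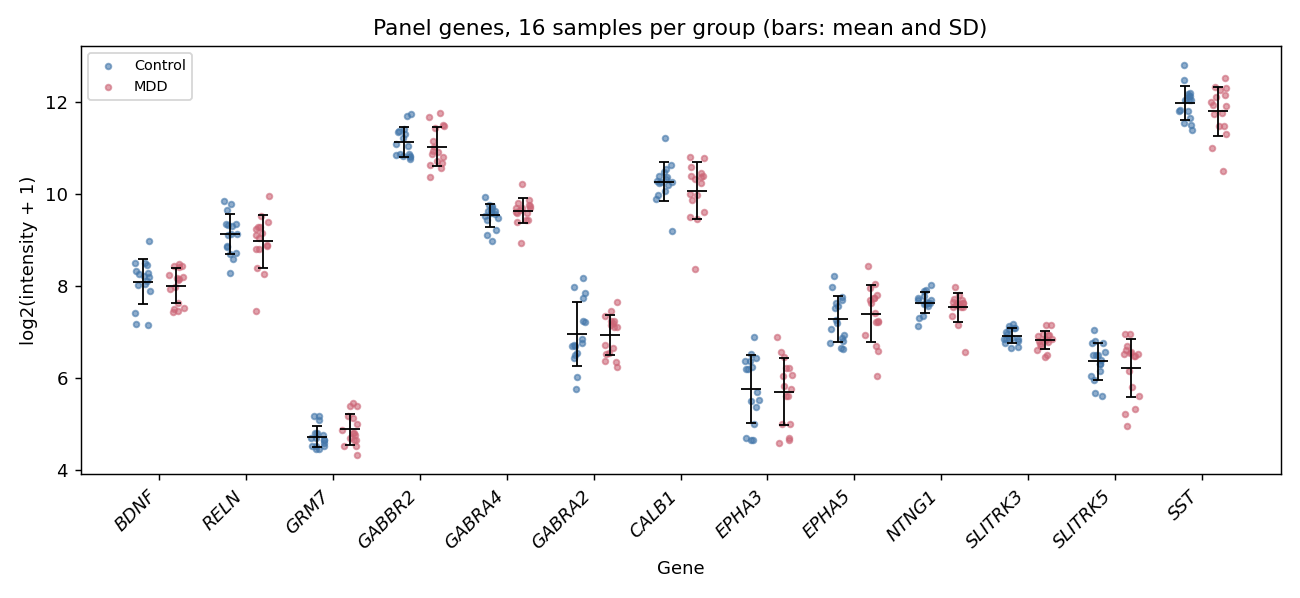
Log2(intensity + 1) on the y axis for the 13 tested panel genes on the x axis, with 1 point per sample, Control in blue and MDD in red, and black bars for the group mean and SD (n = 16 each). The MDD and Control points overlap for each gene, as for BDNF with means of 8.10 in Control and 8.01 in MDD.

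Among the neuronal lists, the score of module 35 differed between MDD and Control by -0.06 log2 units (95% confidence interval -0.19 to 0.08, SD 0.19 in each group), with 25 of its 83 measured genes higher and 58 lower. Its members with the smallest p in each direction were PACSIN1 and WDR86 (-0.13), both lower, and CLSTN2, a synaptic calsyntenin (0.29), and TNNI3K (0.22), both higher. At an unadjusted limma p under 0.05 there were 1 higher and 7 lower, and TNNI3K was not among them. Interneuron markers differed by -0.13 (SE 0.13) with 15 of 16 genes lower, among them the GABA-synthesizing enzyme GAD2 at -0.21 and the neuropeptide CORT at -0.15, while the transcription factor DLX2 was higher by 0.21. Neurotrophic and circuit development genes differed by -0.08, with the neurotrophin receptor NTRK3 at -0.25 and the neuropeptide precursor VGF at -0.19. Synaptic vesicle genes differed by -0.06 (STX1A -0.21, CPLX1 -0.19, NSF 0.31, SYN2 0.06). With the set in the model NSF stood at 0.09 and SYN2 at -0.11. Pan-neuronal markers differed by -0.07 with 12 of 13 genes lower, and monoamine signalling by -0.01 (DRD2 -0.28, HTR2C 0.26). Within set 1 these lists, in that order, differed by -0.14, -0.22 and -0.11, and within set 2 by 0.0009, 0.04 and 0.06. GABA signalling stood at 0.02 (GABRD -0.46, GABRG1 0.56), glutamate signalling at 0.01 (SLC17A6 0.27, GRIN1 -0.46) and pyramidal neuron markers at -0.02 (ITPKA -0.30, BCL11B 0.21). With the array set in the model module 35 stood at -0.09 and neurotrophic and circuit development at -0.12 (unadjusted permutation p = 0.0397 for the latter, adjusted p = 0.936 for each). GABA signalling, glutamate signalling and pyramidal neuron markers changed sign in that model, to -0.04, -0.01 and 0.01, and GABA signalling was itself 0.31 higher in set 2. GRIN1 differed by -1.34 between set 2 and set 1, and by -0.21 between MDD and Control with the set in the model, DLX2 then by 0.10 and HTR2C by 0.14. Pair 10 holds MDD 10, the array of the second highest RNA quality index (2.54) and of the lowest median correlation with the others (0.982). Without pair 10 the difference was -0.01 for module 35, -0.04 for interneuron markers, -0.02 for pan-neuronal markers, -0.04 for neurotrophic and circuit development and -0.04 for synaptic vesicle genes, and it changed sign for monoamine signalling (0.04) and pyramidal neuron markers (0.0025). GABA signalling ranged from -0.01 to 0.09 and glutamate signalling from -0.02 to 0.04 with a pair left out, and DRD2 read near the floor.

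Glial and vascular lists did not separate the groups either. Oligodendrocyte markers were higher in MDD by 0.08 (SE 0.21; UGT8 0.37, ASPA -0.24), astrocyte markers by 0.03 (SE 0.24; AQP4 0.46, NDRG2 -0.15), microglia markers by 0.03 (SE 0.30; HLA-DRA 0.53, C1QA -0.20) and oligodendrocyte precursor markers by 0.01 (VCAN 0.25, GPR17 -0.17). Endothelial and pericyte markers had the smallest p of the 24 lists, at -0.11 (SE 0.08, permutation p = 0.158), with 12 of 14 genes lower, including the tight junction gene CLDN5 at -0.30 and the VEGF receptor FLT1 at -0.47. Red blood cell genes were higher by 0.07, all 5 of them in the same direction (HBD 0.08, CA1 0.02, both near the floor). Without pair 17 the list differed by 0.0012 and HBD by -0.01. Within set 1 oligodendrocyte markers differed by 0.34 and microglia markers by -0.24, and within set 2 by -0.10 and 0.16. With a pair left out the differences ranged from -0.02 to 0.21 for oligodendrocyte markers, -0.05 to 0.05 for their precursors, -0.14 to 0.24 for astrocyte markers, -0.10 to 0.16 for microglia markers and -0.15 to -0.08 for endothelial and pericyte markers. With the set in the model AQP4 differed by 0.24, VCAN by 0.12, GPR17 by -0.08 and HLA-DRA by 0.35. GPR17 ranged from -0.38 (without pair 10) to -0.07 (pair 12). Without pair 11 NDRG2 turned to 0.03 and AQP4 came to 0.90, and without pair 9 AQP4 came to 0.17. HLA-DRA ranged from 0.25 (without pair 9) to 0.86 (pair 1) and C1QA from -0.27 (pair 12) to -0.09 (pair 15). UGT8 ranged from 0.24 (without pair 1) to 0.56 (pair 9) and ASPA from -0.38 (pair 10) to -0.13 (pair 7).

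Stress and metabolic lists were of the same order. Acute inflammation genes differed by -0.18 (SE 0.21; IL1R1 -0.36, SOCS3 -0.26), a difference that came to 0.02 without the sample Control 5, whose score of 3.05 stood far above the next highest of 0.60. Without that sample IL1R1 came to -0.12 and SOCS3 to -0.05, and the medians of the other 31 samples, 3.46 and 3.59, lay near the floor. Metallothioneins, which bind zinc and copper, differed by -0.14 (SE 0.20) with all 8 genes lower (MT3 -0.13, MT1H -0.19), and by -0.04 with the array set in the model, as they were 0.55 lower in set 2. Hypoxia response genes differed by -0.10 (VEGFA -0.37), glucocorticoid response by -0.08 (CEBPD -0.33, NR3C1 0.12), immediate early genes by -0.04 (EGR4 -0.33, NPAS4 0.47), oxidative phosphorylation by -0.03 (SDHA -0.11, NDUFS1 0.23) and cytosolic ribosomal proteins by -0.04 (RPL34 -0.11, RPL37 0.08). Heat shock proteins were higher by 0.07 (HSPA6 0.30) and interferon response genes by 0.06 (IFIT2 0.34), values that came to -0.04 without pair 12 and 0.0071 without pair 13. With a pair left out immediate early genes ranged from -0.12 (pair 12) to 0.01 (pair 13), oxidative phosphorylation from -0.05 (pair 5) to 0.0093 (pair 10), glucocorticoid response from -0.15 (pair 10) to -0.02 (pair 5), metallothioneins from -0.24 (pair 10) to -0.04 (pair 5) and hypoxia response from -0.12 (pair 9) to -0.02 (pair 5). HSPA6 and NPAS4 read near the floor, and NDUFS1 differed by 0.12 with the set in the model. Without pair 5 VEGFA came to -0.18 and CEBPD to -0.15, and without pair 12 NPAS4 came to 0.10 and HSPA6 to 0.08.

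Of the 85 further list members chosen by smallest p in each direction, 30 differed over 1.5 times less between MDD and Control with the set in the model, 3 over 1.5 times more, and 5 changed sign. No list passed the permutation test after adjustment over the 24 lists, the adjusted p was 0.911 for each, and 12 of the lists changed sign with at least 1 of the pairs left out. Counted adjusted over the list alone, 0 genes passed in any of the 24 lists, and module 35 was chosen by the study partly on these samples. The camera test with a preset correlation called module 35 lower in MDD (adjusted p = 0.0272), a call lost with an estimated correlation (adjusted p = 0.796) and not made by fry (adjusted p = 0.791). Mean and median differed in sign for pyramidal neuron markers (median 0.02), oligodendrocyte precursor markers (median -0.03) and microglia markers (median -0.01), and fry gave a negative direction for microglia markers and GABA signalling against a positive mean. The test recovered 4 of 20 simulated lists moved by 0.2 log2 units and 14 of 20 moved by 0.4.

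**Figure D3:**
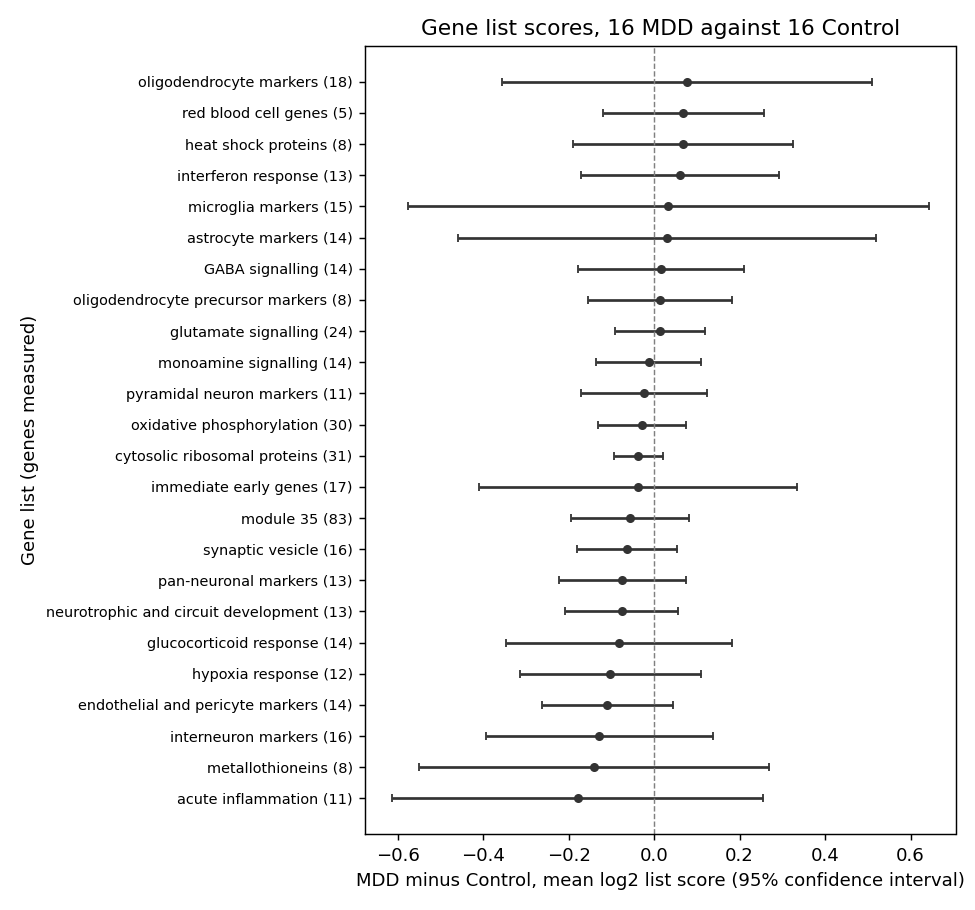
Difference in mean list score between MDD and Control in log2 units (x axis) for the 24 gene lists (y axis, number of measured genes in brackets), with points for the difference and bars for the 95% confidence interval over 16 samples per group. The interval of each list includes 0, as for module 35 with -0.19 to 0.08.

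Coexpression over all 32 samples was strong in some lists that mark 1 cell type or 1 gene family and weak in others. The mean absolute r was 0.824 among metallothioneins, 0.723 among oligodendrocyte markers, 0.672 among microglia markers and 0.635 among astrocyte markers. Interneuron markers reached 0.458, acute inflammation genes 0.456 and immediate early genes, which are switched on by neuronal activity, 0.446. For these 7 lists fewer than 5% of the matched random gene sets were as high after adjustment over the 24 lists (adjusted share 0.0006 to 0.0089). The value for acute inflammation genes came to 0.166 without Control 5, and the share of random sets as high to 0.879. Red blood cell genes (0.241), endothelial and pericyte markers (0.2455), pyramidal neuron markers (0.247) and oligodendrocyte precursor markers (0.247) were lowest of the 24. Module 35 reached 0.292, against a median of 0.287 for random sets of the same size and expression, and the share of random sets as high was 0.395 (one-sided). By signed r it reached 0.213 against a random median of 0.0153 (share 0.0001, the smallest possible), with 2 principal components removed 0.208 against 0.185 (share 0.0003), and with the probe set of highest mean 0.298 against 0.269 (share 0.0498).

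The array sets raised the level of the random sets. With the set means removed, the random median for module 35 fell to 0.206 while the module stayed at 0.287, and the share of random sets as high was 0.0001, the smallest that 10000 sets can give. Within set 1 the module's mean absolute r was 0.351 (random median 0.287, n = 13) and within set 2 it was 0.289 (random median 0.227, n = 19), each with the same smallest share of 0.0001. Removing the sets also brought pan-neuronal markers (0.466), oxidative phosphorylation (0.443), glucocorticoid response (0.399), interferon response (0.359) and hypoxia response (0.316) above the random sets, with adjusted shares of 0.0009 or lower. So did heat shock proteins, neurotrophic and circuit development, GABA signalling, glutamate signalling, oligodendrocyte precursor markers, and endothelial and pericyte markers (adjusted shares 0.031 to 0.0484), so that 19 of the 24 lists passed, against 7 before, and the pass is not particular to module 35. Pyramidal neuron markers (0.245), cytosolic ribosomal proteins (0.274), monoamine signalling (0.215), synaptic vesicle genes (0.276) and red blood cell genes (0.260) stayed within their range. The study found the module in several data sets of which this is a part, so its coexpression here is not independent evidence.

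**Figure D4:**
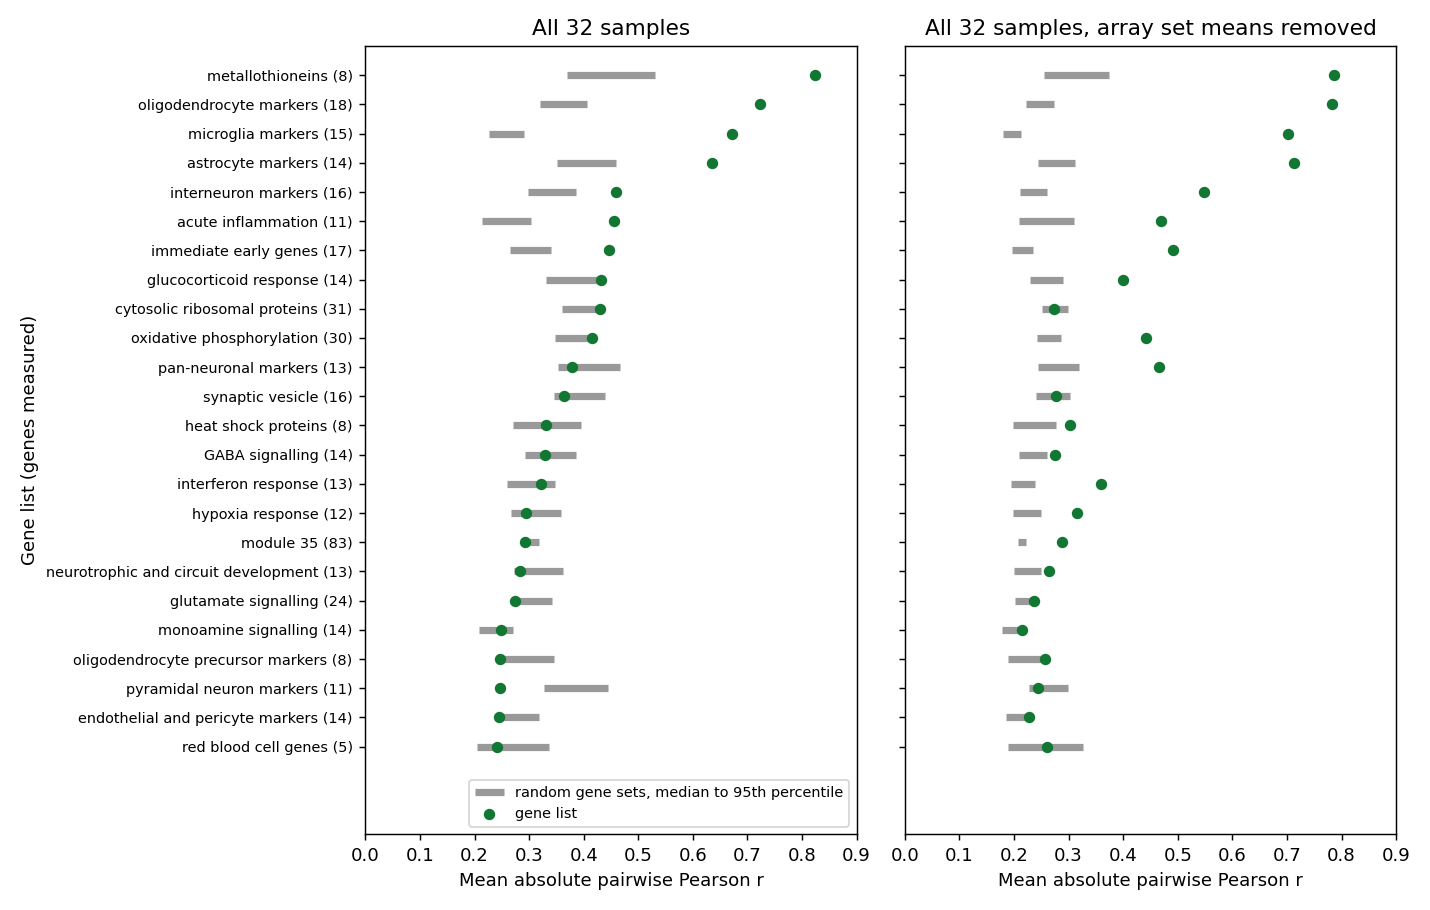
Mean absolute pairwise Pearson r (x axis) of the 24 gene lists (y axis, number of measured genes in brackets) over all 32 samples, as measured on the left and with array set means removed on the right. Green points are the lists and grey bars span the median to the 95th percentile of 10000 matched random gene sets, and module 35 lies inside its bar on the left (0.292) and beyond it on the right (0.287).

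Module 35 was about as tightly coexpressed within MDD as within Control. Its mean absolute r was 0.327 in MDD and 0.316 in Control, a difference of 0.011 (permutation p = 0.804, adjusted p = 0.922 over 24 lists, n = 16 per group), and -0.0066 with the array set means removed. Interneuron markers had 0.564 in MDD and 0.365 in Control (adjusted p = 0.917), and interferon response genes 0.417 and 0.239 (unadjusted permutation p = 0.0269, adjusted p = 0.323). A difference past the adjusted threshold was seen for acute inflammation genes, with 0.156 in MDD and 0.532 in Control, a difference of -0.376 (permutation p = 0.0001, adjusted p = 0.0029). In MDD 2 of the 11 genes had the same value in all samples, so that their r was counted as 0, and over the 9 genes that varied in both groups the values were 0.238 and 0.585 and the call was lost (difference -0.348, permutation p = 0.291). Without Control 5 the Control value was 0.202 and the difference -0.047 (permutation p = 0.130). In that sample SERPINA3, the acute-phase protease inhibitor, the monocyte chemokine CCL2, S100A8 and CD14 stood at 9.62, 8.99, 8.10 and 8.20, while the medians of the other 31 samples lay near the floor.

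Clustering of this data set alone scattered most of the module. Of its 81 genes that entered, 26 were left unclustered and the rest fell into 23 of the 50 clusters. The best cluster, with the vesicle fusion gene RPH3A at its centre, held 6 of the 81 (BEAN1, NWD2, PACSIN1, RFTN1, TMEM132D and UST) among its 105 genes, where 0.708 would be found by chance (Fisher's exact test, Bonferroni p = 0.0037 over 50 clusters and 0.0851 over the clusters and lists tested). BDNF, RELN, GRM7, NTNG1 and SLITRK3 were among those left unclustered. Glial lists mostly stayed together, with 14 of 15 microglia markers in a cluster of 56 genes centred on TYROBP and 17 of 18 oligodendrocyte markers in a cluster of 253 centred on MYRF. Both 11 of 14 astrocyte markers and 7 of 8 metallothioneins lay in a cluster of 313 genes centred on the glutamate transporter gene SLC1A3. Without Control 5 the best clusters held 10 of 15 microglia markers, 9 of 18 oligodendrocyte markers and 12 of 14 astrocyte markers. With the array set means removed they held 14, 18 and 12, and 4 of 8 metallothioneins, in a cluster other than that of the astrocyte markers (Bonferroni p = 0.14). Other cell type lists did not pass in their best cluster by Fisher's exact test (Bonferroni p = 1 for each). That cluster held 3 of 16 interneuron markers, 4 of 13 pan-neuronal markers and 2 of 11 pyramidal neuron markers. It held 1 of 7 oligodendrocyte precursor markers and 2 of 14 endothelial and pericyte markers. Interneuron markers passed without Control 5 (6 of 16, Bonferroni p = 0.0175). Pan-neuronal markers passed with the array set means removed (7 of 13, Bonferroni p = 0.00313). Of 9 acute inflammation genes 8 lay in a cluster of 220 centred on ANGPTL4, and without Control 5 the best cluster held 2 of 9. With the array set means removed the best cluster for module 35 held 11 of 81 genes among 630 (Bonferroni p = 0.162), and without Control 5 it held 11 among 1014 (Bonferroni p = 1), so that the call was lost in both cases.

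RNA quality did not separate the groups. ACTB and GAPDH, the genes whose control probe sets read both ends of the transcript, gave an index of 1.92 ± 0.27 in Control and 1.85 ± 0.24 in MDD (3′ minus 5′ log2 signal, mean ± SD, n = 16 each), a difference of -0.066 (two-sided permutation test, p = 0.476). The highest values were 2.59 in Control 4 and 2.54 in MDD 10, above the third highest of 2.15.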

Values the study reported

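The study combined 11 data sets and clustered 10,000 genes into 50 modules, leaving 2,203 genes scattered. Module #35 held 88 genes, and its association with GWAS gene lists had a combined permutation p of 4e-05. For the anterior cingulate data set of 32 subjects on this array, the study listed 40,610 probe sets and 19,466 genes. When each data set was clustered by itself, the study counted 550 modules, of which 4 shared more than 14 genes with module #35.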

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

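Some tests were chosen after the data were examined. They use the array sets, the neuron and glia scores, the 2 arrays of highest RNA quality index, or principal components as covariates. The leaving out of Control 5 and the alternatives for the coexpression of acute inflammation genes also belong to them. So do the relations of genes and lists with the RNA quality index, and the splits of the samples. The others were chosen before. Across 38 alternatives limma called 0 genes in 36, and camera was the sole list alternative of 30 to make a call (1 list, adjusted p = 0.0272 with the preset correlation, against smallest adjusted p of 0.711 to 0.992 in the others). Of 3848 values for 114 named genes, none of them called at first, 110 changed sign without passing and 1 passed (WNK2, with the components named next), and 53 of 720 list values changed sign without passing. With 2 principal components of the residuals as covariates limma called 44 genes, 16 higher and 28 lower, and with 2 components of all genes 0 (637 at an unadjusted p under 0.05). At an unadjusted p under 0.01 there were 58 genes. The count at an unadjusted p under 0.05 was 483, 732 with array weights, 901 within set 1, 341 within set 2 and 1766 with 2 components of the residuals, and leaving out each pair gave 304 to 955, with changes over 1.5-fold without pair 4 (321), 10 (925), 13 (955), 18 (304), 19 (318) or 20 (308). The first 2 surrogate variables of sva were not run.

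The pair numbers did not mark samples that vary together. Deviations within a pair correlated by -0.547 to 0.54, over 0.1 in 7 of 16 pairs, and 1 of 16 MDD samples correlated best with its own number. With the pair as a block limma called 0 genes (509 at an unadjusted p under 0.05), and with it as a random block 0 (479). Swapping labels within pairs, a permutation test, called 0 lists (0 at an unadjusted p under 0.05), and gave p = 0.476 for the RNA quality index and p = 0.0008 for the coexpression difference of acute inflammation genes.

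Coexpression of module 35 (0.292) passed 5% of random sets with signed r (0.213), the probe set of highest mean (0.298, share 0.0498), 2 principal components removed (0.208), array set removed (0.287), within set 1 (0.351) or set 2 (0.289), and with the set removed together with neuron and glia scores (0.239), the RNA quality index (0.270) or the 2 arrays of highest index (0.249). It ranged from 0.270 to 0.305 with a pair left out, never passing. Its difference between groups (0.011) turned to -0.0066 with the set removed and -0.0546 within set 2, and ranged from -0.0134 (without pair 10) to 0.0305. The acute inflammation difference (-0.376) no longer passed by Spearman's rho (-0.139, permutation p = 0.112) or signed r (-0.385, 0.353). Nor did it pass with the set removed (-0.273, 0.134) or the index removed (-0.178, 0.952) over all samples. It still passed with the set (-0.394, permutation p = 0.0003) or the index (-0.358, 0.0017) removed within each group. Over the genes that varied in both groups it did not pass (-0.348, 0.291). With a sample left out it ranged from -0.403 to -0.0469 (without Control 5). The best cluster held 6 module genes with 100 clusters (Bonferroni p = 1), 8 with the probe set of highest mean (1), 11 with signed r (0.164), 11 with the set removed (0.162) and 11 without Control 5 (1), none of which passed, while it passed with 0% (9, 0.0184) and 50% of genes unclustered (6, 0.0053). Apart from the removal of the sets, which lowered the random median, the cause was not tested. Values at 10 or lower (50.6%) lie near the floor, which limits genes of low signal.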

Other observations

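Tests of the array sets, of module 35 with the sets removed or with the neuron and glia scores, of acute inflammation genes without single samples or genes or against the index and the sets, of the relations with the RNA quality index, and of the splits at an unadjusted p under 0.05 or with principal components as covariates were chosen only after the data had been seen.

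With group and array set in the model, many transcripts were related to the RNA quality index. By limma 1633 genes passed (adjusted p under 0.05), 418 higher and 1215 lower with a higher index. The smallest p belonged to ANK2, which anchors membrane proteins to the cytoskeleton, at -1.93 log2 units per unit of the index, and STIP1, a cochaperone, at -2.46, followed by YWHAZ (-2.30), RHBDD2 (-1.53) and TOMM22, an import receptor of mitochondria (-2.60), genes picked after their values were seen. Without Control 4 and MDD 10, the arrays of highest index, 71 genes passed, 68 of them shared and with the same sign, so most of the calls depend on those arrays, while the slope of ANK2 was -1.81 and still passed.

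Relations between list scores and the index were computed within each set, 48 in all. In set 1 (n = 13) 9 of 24 lists passed by Pearson's r and 0 by Spearman's rho (smallest adjusted permutation p 0.0908), and in set 2 (n = 19) 2 passed by r and 1 by rho. The list that passed on both measures was glutamate signalling in set 2, with r = -0.682 (permutation p = 0.00087, adjusted p = 0.0338), rho = -0.714 (permutation p = 0.00086, adjusted p = 0.0413) and r = -0.632 without the 2 samples farthest out. In set 1 the same list had r = -0.747 (permutation p = 0.00842, adjusted p = 0.048) and rho = -0.269 (permutation p = 0.373, adjusted p = 0.722), and r came to 0.139 without the 2 farthest, so the relation there rests on those samples.

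A candidate explanation for the 2 sets of arrays is a batch of hybridization, arrays or scanning. Bacterial control transcripts, which are added to each sample and are no brain RNA, differed between the sets in 4 of 18 probe sets with signal above the floor (22.2%, permutation tests with adjusted p under 0.05), all 4 higher in set 2 and by at most 0.41 log2 units, though they read the bioD and cre transcripts alone, and another bioD probe set and a bioB probe set differed by -0.19 and -0.30, short of the threshold. The index gave no sign of RNA degradation, as it differed by 0.005 between the sets (95% confidence interval -0.187 to 0.197, inside the SD of 0.261 within sets). The arrays of highest index, Control 4 (2.59) and MDD 10 (2.54), both lie in set 1, where the SD was 0.35 against 0.18 in set 2. The sets were not compared without these arrays, so degradation stays open. The share of Control arrays in the smaller set, 50%, argues against depression status. Other differences between the donors stay open and were not tested.

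Module 35 stood above random gene sets with the array sets removed, which argues against the sets as the source of its coexpression (share 0.0001, the smallest that 10000 random sets can give), though 19 of the 24 lists then passed. With the RNA quality index alone removed the share was 0.725, and with neuron and glia scores alone 0.946, but since it was 0.395 before any removal, these explanations cannot be told apart by those tests. With the sets removed as well, the share was 0.0001 for the index and 0.0001 for the neuron and glia scores. These shares argue against the index, and against the cell types in those scores, as the whole source. Cell types outside those scores stay open, and 2 of the 83 genes are themselves members of the lists scored. No biological explanation other than the share of neurons and glia was tested.

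The looser coexpression of acute inflammation genes in MDD may rest on 1 Control sample. Without Control 5 the difference was -0.047 (permutation p = 0.130), while p stayed at 0.0278 or lower without each other Control sample and at 0.002 or lower without each MDD sample, so that little is left for depression status to account for. The call was also lost without the 2 genes that did not vary in MDD (permutation p = 0.291). The difference itself stayed at -0.348 without them, against -0.376 with them. RNA degradation is argued against as the source by the 6 samples with a higher index than Control 5, whose highest acute inflammation score was 0.595 against 3.05, and the array sets by the other 18 arrays of its set, whose highest was 0.195 (SD of the other 31 scores 0.221). An event in the donor or in the handling of Control 5 stays open and was not tested.

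Chance could not be excluded for the 483 genes at an unadjusted p under 0.05, since 57 of 100 splits of the 32 samples, the real one included, gave as many. The highest other split gave 4245, and its arms differed by 7 arrays of set 2, which points to a structure of the samples, while with the set as a covariate the real split gave 458. Nor could chance be excluded for the 44 genes called with 2 principal components of the residuals as covariates. Of 100 splits 44 gave as many, 57 gave any call, and the highest other gave 3226. With 2 principal components of all genes instead, limma called 0 genes, so the 44 calls depend on taking the components from the residuals. Why that fit gave calls in so many splits, and what produced the 483 genes, was not tested.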
